A study of Mus musculus with 2 samples. Its data were reported in "Hypoxic BMSC-derived exosomal miRNAs promote metastasis of lung cancer cells via STAT3-induced EMT" (2019).

How the data were processed

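Serum exosomal RNA of 1 LLC sample and 1 MSC+LLC sample was analysed on Agilent mouse miRNA arrays with 1 colour (Cy3). Groups were taken from the sample titles. The authors scanned the arrays and ran Feature Extraction 11.5.1.1, per the file headers. The deposited scanner files hold background-subtracted and spatially detrended spot brightness as intensity on a linear scale, with no scaling between the arrays. The deposited table of the whole series holds log2 values, which the authors made with GeneSpring GX 11.0. Its settings were not stated, and setting the values against the scanner files showed the constant per array and the value of 0.1 for undetected miRNAs that are described in the results.

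Control spots and spots that Feature Extraction marked as outliers (3.04% of the miRNA spots on the LLC array and 2.95% on the MSC+LLC array) were left out. No spot was saturated. The spots of a probe (7 to 30, median 15) were averaged on the linear scale, and a probe was detected when more than 50% of its kept spots were well above background. Each array was divided by the 75th percentile of the probes detected on both arrays, and log2 of the ratio of MSC+LLC over LLC was taken. The ratios of the probes of a miRNA (1 to 4 per miRNA) that were detected on both arrays were averaged. Of 146 miRNAs with at least 2 such probes, 136 had all probes on the same side of 0, and the median range between probes was 0.13. For a probe detected on 1 array only, the bound was its signal against the higher of the other array's own signal for the probe and the lowest signal of any detected probe there, and no bound was given under 1-fold. Before scaling, the lowest detected probe was at 20.9 intensity units on the LLC array and 18.8 on the MSC+LLC array. Because the MSC+LLC array was dimmer by 11.5-fold elsewhere, a miRNA could be followed much further upward than downward.

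With 1 array per group, no test was run and no p-value is given. The SD over spots is technical, and the precision is limited by the number of arrays. The slide and the scan were the same for both arrays, so no batch could be fitted. Medians of lists were placed among 10000 random lists of the same size, matched on mean signal in 10 bins. Shares have exact binomial intervals (Clopper-Pearson, 95%). The miRNAs named in the text were the 3 that the study selected, the other miRNAs its text names from BMSC exosomes, members of the cell type lists, the 5 highest and 5 lowest ratios among miRNAs measured on both arrays with at least 2 probes moving the same way, and the 5 largest bounds in each direction. The miRNA names are those of the array design. A gene of the same name was found for 1831 of the 1881 miRNAs in the RefSeq table of assembly GRCm38.p6, which was used only for names and neighbouring genes because the file headers name another build. The probe sequences were not used here.

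The alternatives fixed before the data were examined were scaling by the 75th percentile of all probes, by the median, by quantile normalization, by all 4 spike-ins or not at all, the summed signal per miRNA, the authors' deposited values, other detection rules, outlier spots kept, the median of spots, the brightest probe and fold thresholds of 4 and 1.5. Chosen after seeing the data were the labelling or hybridization spike-ins alone and normexp background correction (offset 50) on the median pixel signal.

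The functions were tested on simulated data for the comparison of MSC+LLC against LLC, with 1881 miRNAs, the measured difference in brightness, and 200 detected miRNAs changed 4-fold in each of 10 runs. Spot noise was set to the median of LLC probes above 300 intensity units, 7.55%, plus the SD of the negative control spots, which gave a median of 8.62% on the simulated LLC array and 10.1% on the simulated MSC+LLC array, somewhat below the measured 9.73% and 10.9%. As first written, the test had 1 run and was to fail if the median error passed 0.2 log2, and it failed with an error of -0.41. The error was that of the scale factor, which moves when many of the detected miRNAs change. The limit was therefore put on the error left after the scale factor, and all 10 runs are given. The median error of the changed miRNAs measured on both arrays ran from -0.53 to 0.08 and passed 0.2 in size in 6 runs, and the error left after that of the scale factor was at most 0.02. A ratio from these arrays thus carries a scale error of this size when as many miRNAs change. Of the raised miRNAs 70.5% and of the lowered ones 28.4% were called 2-fold changed, since a lowered miRNA often falls under the detection limit of the dimmer array. None was called in the wrong direction, and 0 unchanged miRNAs were called. For the lists, 5.1% of 2000 random lists of miRNAs lay above percentile 95.

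The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp.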

Results

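MicroRNAs (miRNAs) were measured in exosomes, small vesicles released by cells, that were isolated from the serum of mice carrying subcutaneous Lewis lung carcinoma (LLC) tumours. The sample labels say serum, while the text of the study says plasma, and the labels are followed here. LLC is a mouse lung cancer cell line. In the LLC group, mice received 1000000 luciferase-expressing LLC cells alone. In the MSC+LLC group, mice received LLC cells together with mouse bone marrow-derived mesenchymal stem cells (BMSCs). Serum was collected when the mean tumour volume reached 200 mm3. Each group was represented by 1 array, so there were no replicates, no test between the groups could be made, and every difference below is a difference between 2 arrays. How many mice contributed to each array was not stated in the labels. Both arrays lay on the same slide and were read in the same scan, so the position on the slide and the group cannot be told apart.

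Each array carried 56430 miRNA spots, which made up 4415 probes for 1881 mouse miRNAs. Of these spots, 23.3% were well above background on the LLC array and 11.5% on the MSC+LLC array. A probe was called detected when more than 50% of its spots were well above background. By this rule 502 miRNAs (26.7%) were detected on the LLC array and 258 (13.7%) on the MSC+LLC array. Of the 520 miRNAs detected on at least 1 array, 240 were detected on both, 262 on the LLC array only and 18 on the MSC+LLC array only. The alternative that moved the counts of detected miRNAs most upward was the detection flag of the scanner software, which gave 596 and 311 miRNAs. The spots of a detected probe varied by a median of 9.73% (coefficient of variation) on the LLC array and 10.9% on the MSC+LLC array. This is a technical spread within an array and says nothing about the spread between mice.

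The MSC+LLC array was much dimmer. Over the probes detected on both arrays, the 75th percentile of the signal was 2883 intensity units on the LLC array and 250.3 on the MSC+LLC array, an 11.5-fold difference. Before any scaling, 226 of the 240 miRNAs measured on both arrays were dimmer on the MSC+LLC array and 14 were brighter. The median log2 ratio of MSC+LLC over LLC was then -3.38. The arrays also carry spike-in controls, RNAs added in fixed amounts. The 4 probes of the hybridization spike-ins differed between the arrays by a mean log2 ratio of 0.038, and the 4 probes of the labelling spike-ins by -1.32. The amount of RNA put into labelling was 100 ng per sample. All ratios below are relative to the 75th percentile of each array unless another scaling is named, and this scaling moved every log2 ratio up by 3.53.

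**Figure D1:**
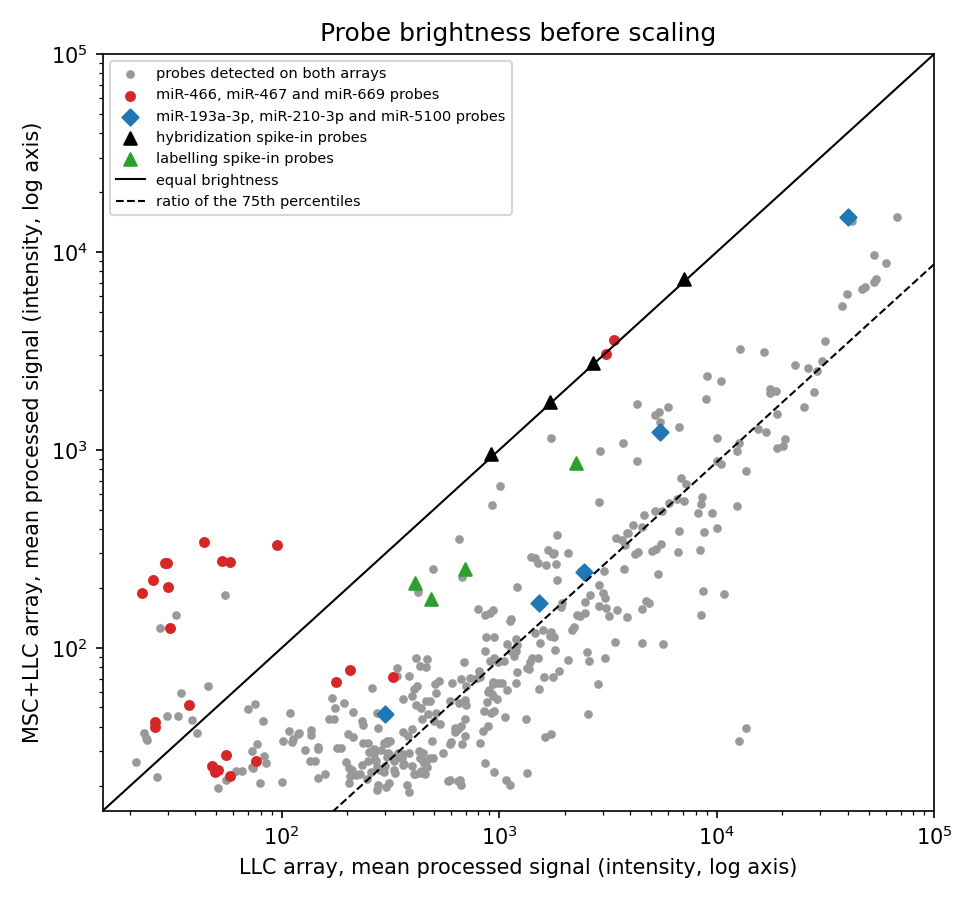
Mean processed signal of each probe in intensity units on the LLC array (x axis, log) and the MSC+LLC array (y axis, log), before scaling, for probes detected on both arrays and for the spike-in probes. Most miRNA probes lie near the dashed line, the 11.5-fold ratio of the 75th percentiles, while the hybridization spike-ins lie on the line of equal brightness and several miR-466, miR-467 and miR-669 probes lie above it; after scaling by the 75th percentile those probes are higher still.

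The comparison of the arrays asked which exosomal miRNAs changed when BMSCs were injected along with the cancer cells. Among the 240 miRNAs measured on both arrays, 65 were at least 2-fold higher and 27 at least 2-fold lower in the MSC+LLC group, and 148 lay within 2-fold. The median log2 ratio was 0.15, the quartiles were -0.45 and 1.18, and the range was -4.96 to 6.74. The direction of this split depended on the scaling. Of the 2-fold calls, 70.7% were higher under the 75th percentile of the probes detected on both arrays, 59% after quantile normalization, 17.5% under the 75th percentile of all probes, 7.69% with the labelling spike-ins, 5.12% with all 4 spike-ins, and 3.56% without scaling or with the hybridization spike-ins. Scaling by the median of the probes detected on both arrays gave 73.2%. Relative to the main scaling, these moved the median log2 ratio by -0.28 after quantile normalization, -1.21 with all probes, -2.21 with the labelling spike-ins, -2.89 with all 4 spike-ins, -3.53 without scaling and -3.56 with the hybridization spike-ins.

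A miRNA detected on only 1 array has no ratio, only a bound set by the lowest detected signal of the other array. With bounds included, 83 miRNAs were at least 2-fold higher and 28 at least 2-fold lower. All 18 miRNAs detected only on the MSC+LLC array had a bound of at least 2-fold. The scaling largely fixed this in advance. After it, the lowest detected probe lay at 0.0751 on the MSC+LLC array and at 0.00726 on the LLC array. Without scaling, miR-346-5p and miR-7011-3p of the 18 had no bound. Of the 262 detected only on the LLC array, 1 had a bound of at least 2-fold, 13 had a smaller bound, and 248 had no bound once their probes were averaged. Of these 248, 240 had no probe with a bound, as the same relative level would have been hidden on the dimmer array, and 8 had a probe with a bound that was lost on averaging with a dimmer probe. Under the other scalings the shares of higher calls with bounds included were 76.7% with the median, 61.6% after quantile normalization, 23.6% with all probes, 12.2% with the labelling spike-ins, 5.71% with all 4 spike-ins, 2.76% without scaling and 2.70% with the hybridization spike-ins. The split with bounds also depended on the detection rule. With the detection flag of the scanner software, 35.6% of these calls were higher (104 higher and 188 lower).

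The values deposited by the authors treated these miRNAs in another way. Each deposited value was the log2 of the summed signal of a miRNA minus a constant per array, to within 1.53e-05. The constants were 7.02 for the LLC array and 3.48 for the MSC+LLC array, and 90.0% of the entries lay below the constant on each array. A miRNA that was not detected had been given a summed signal of 0.1, which came to -10.34 on the LLC array and -6.80 on the MSC+LLC array. In the deposited values, 612 miRNAs were detected on at least 1 array, of which 86 were at least 2-fold higher and 354 at least 2-fold lower in the MSC+LLC group. Of the 354 lower miRNAs, 296 (83.6%) were not detected on the MSC+LLC array and owed their ratio to the value of 0.1. Measured against the lowest detected summed signal of the MSC+LLC array, 1.28 intensity units, 68 of these 296 would still have been at least 2-fold lower. Among the 295 miRNAs detected on both arrays in the deposited values, 70 were at least 2-fold higher and 58 at least 2-fold lower. A miRNA detected on neither array, of which there were 1269, had a difference of 3.54 in the deposited values from the constants alone.

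The study followed miR-5100, miR-193a-3p and miR-210-3p further. The brighter probe of miR-193a-3p gave 298 ± 18.8 intensity units (SD over 15 spots) on the LLC array and 46.3 ± 5.77 (SD over 15 spots) on the MSC+LLC array. Its other probe was not well above background on the MSC+LLC array. After scaling, the log2 ratio of miR-193a-3p was 0.84 (1.79-fold higher), with a spot-to-spot SD of 0.21, but it was -0.37 under the 75th percentile of all probes and -2.69 without scaling. For miR-210-3p, the brighter probe gave 2457 ± 90.7 (SD over 14 spots) and 242.6 ± 11.3 (SD over 15 spots), and the other 1520 ± 80.5 (SD over 14 spots) and 168 ± 5.72 (SD over 13 spots). The scaled log2 ratio of miR-210-3p was 0.27 (1.20-fold higher), with its probes at 0.19 and 0.35, but it was -0.95 under the 75th percentile of all probes, -0.064 in the deposited values and -3.26 without scaling. For miR-5100, the brighter probe gave 40325 ± 3118 (SD over 14 spots) and 15053 ± 774 (SD over 15 spots). The scaled log2 ratio of miR-5100 was 1.74 (3.33-fold higher), with its probes at 1.37 and 2.10. It stayed above 0 under the 75th percentile of all probes at 0.52 and was -1.79 without scaling. With the labelling spike-ins the log2 ratios were -1.37 for miR-193a-3p, -1.94 for miR-210-3p and -0.47 for miR-5100, with all 4 spike-ins they were -2.05, -2.62 and -1.15, and with the hybridization spike-ins they were -2.72, -3.30 and -1.83. Among the 240 miRNAs measured on both arrays, 69.2% had a lower ratio than miR-193a-3p, 55.0% a lower ratio than miR-210-3p and 82.5% a lower ratio than miR-5100.

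**Figure D2:**
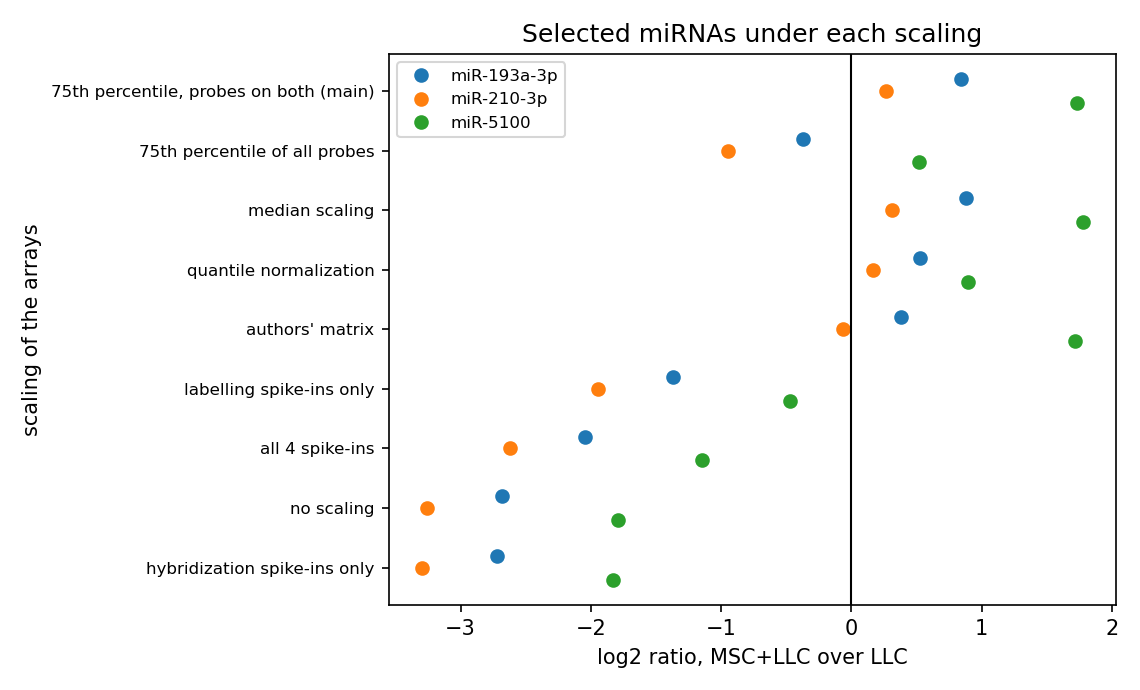
Log2 ratio of MSC+LLC over LLC (x axis) of miR-5100, miR-210-3p and miR-193a-3p under each scaling of the arrays (y axis), where each point is the ratio of 1 pair of arrays and has no replicate error. The points of miR-5100 range from 1.78 down to -1.83 and those of miR-210-3p from 0.31 down to -3.30, so the direction of all 3 miRNAs flips with the spike-ins or no scaling, that of miR-210-3p and miR-193a-3p also with the 75th percentile of all probes, and that of miR-210-3p also in the deposited values.

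The study text names 10 miRNAs among those raised in exosomes of BMSCs grown in hypoxia, these 3 included, and the full set was not analysed here. Whether they were also higher in the serum exosomes of the MSC+LLC group was asked for the list as a whole. Of the 10, 9 were measured on both arrays, and miR-652-3p was detected on the LLC array only, with no bound over the average of its probes and a bound of at least 1.80-fold lower for its brighter probe. The median log2 ratio of the 9 was 1.70, which lay at percentile 99.0 among 10000 random lists of the same size matched on mean signal, and 8 of the 9 were above 0. Without the 3 selected miRNAs the median of the remaining 6 was 2.26, at percentile 98.9, and the median of the 3 selected ones was 0.84, at percentile 85.0. The study picked some of these miRNAs, the 3 selected ones included, after comparing BMSC exosomes with the exosomes of these mice, so the list was chosen partly on this pair of arrays and a high percentile is not independent evidence. The median was 0.48 under the 75th percentile of all probes, 0.90 after quantile normalization, -0.51 with the labelling spike-ins, -1.19 with all 4 spike-ins, -1.83 without scaling and -1.87 with the hybridization spike-ins. The members spanned a wide range. The ratio of miR-574-3p was 5.56, and it was above 0 without scaling and with every spike-in scaling (2.04 without scaling). The ratio of miR-328-3p was 3.68, with 0.16 without scaling. The ratios of miR-574-5p and miR-326-3p were 2.82 and 1.70, and became -0.71 and -1.83 without scaling. The ratio of miR-146a-5p was 0.13, within its spot-to-spot SD of 0.21, and that of miR-25-3p was -0.19. Of the 3 miRNAs named as lowered in hypoxic BMSC exosomes, miR-5112 had a ratio of -0.34, within its spot-to-spot SD of 0.38, and miR-6404 and miR-6995-3p were detected on neither array by the rule used here.

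Among miRNAs measured on both arrays with at least 2 detected probes that all moved the same way, the highest log2 ratios were those of miR-669p-3p (6.63), miR-466h-3p (5.61), miR-574-3p (5.56), miR-467a-3p (4.17) and miR-207 (4.12). These 5 were also brighter on the MSC+LLC array before scaling, by 3.11, 2.09, 2.04, 0.65 and 0.60, and higher under every scaling tried. Their size is less certain, as several LLC signals lay near the lowest detected probe of that array, 20.9 intensity units. The LLC probes used for miR-467a-3p gave 26.1 and 26.3, for example. Without a filter and with dim signals raised to a common floor, the 5 ratios were 3.38, 4.01, 2.92, 1.10 and 0.98. The miR-466, miR-467 and miR-669 families have many near-identical members, so their probes may not tell the members apart and these values are uncertain for a given member. The lowest ratios were those of miR-6360 (-4.96), miR-144-3p (-2.33), miR-26b-5p (-2.15), let-7a-5p (-1.94) and let-7g-5p (-1.93), and these 5 were lower under every scaling tried. The brighter probe of miR-6360 gave 13574 ± 1024 intensity units (SD over 14 spots) on the LLC array and 39.4 ± 5.55 (SD over 15 spots) on the MSC+LLC array. The let-7 members are also close in sequence. Among bounds, the largest were those of miR-124-3p (at least 62.4-fold higher), miR-669h-3p (at least 26.1-fold), miR-669c-3p (at least 24.4-fold), miR-467d-3p (at least 19.5-fold) and miR-466m-3p (at least 19.4-fold). In the other direction miR-690 was at least 3.45-fold lower, miR-6965-5p at least 1.90-fold, miR-7050-5p at least 1.66-fold, miR-3075-5p at least 1.47-fold and miR-202-3p at least 1.43-fold. The bound of miR-124-3p rests on 1 probe.

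Lists of miRNAs used as markers of cell types, fixed before the data were examined, were set against random lists in the same way, and no miRNA was in more than 1 of them. The skeletal muscle list had a median log2 ratio of 1.12 over 4 miRNAs (percentile 97.3), the mesenchymal stromal list 0.70 over 4 of its 8 miRNAs (percentile 98.1), the erythroid list 0.33 over 6 (percentile 64.3), the hepatocyte list -0.01 over 3 (percentile 56.5), and the leukocyte and platelet list -0.51 over 5 (percentile 11.7). Without scaling all 5 medians were below 0, between -4.04 and -2.41. The erythroid members moved apart, with miR-486a-5p at 1.66 and miR-451a at 1.06, but miR-144-3p at -2.33 and miR-144-5p at -2.33. Within the mesenchymal stromal list, miR-125b-5p was at 0.97, miR-214-3p at 0.82, miR-199a-3p at 0.57 and miR-10b-5p at -0.56. Its other members gave no ratio, as miR-143-3p and miR-100-5p were detected on the LLC array only and miR-145a-5p and miR-199a-5p on neither. The median of this list was 0.43 with the detection flag of the scanner software, 0.23 in the deposited values and 0 without a filter. It was 1.16 with normexp.

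A miRNA precursor gives a product from each of its arms, named 5p and 3p. Of the miRNAs on the array whose names carry an arm, 50.3% (785 of 1560) were 3p. Among those detected, the 3p share was 39.8% (159 of 399, exact 95% binomial interval 35.0% to 44.8%) on the LLC array and 48.8% (101 of 207, interval 41.8% to 55.8%) on the MSC+LLC array. The interval of the LLC array lay below the share of the whole array and that of the MSC+LLC array included it. The intervals of the 2 arrays overlap, the miRNAs behind them are largely shared, and the intervals cover counting error only. Among miRNAs measured on both arrays, 60% of those at least 2-fold higher were 3p (30 of 50, interval 45.2% to 73.6%). Of those at least 2-fold lower, 25% were 3p (6 of 24, interval 9.77% to 46.7%). Both sets come from miRNAs measured on both arrays, so the share of the whole array is not their background. The 3p share among all miRNAs measured on both arrays was not computed. The interval of the lower miRNAs included the 39.8% of the LLC array but lay below the 48.8% of the MSC+LLC array. That of the higher ones included the 48.8% but lay above the 39.8%. Neither set is thus shown to be depleted or enriched in 3p miRNAs. Which miRNAs fall in these sets depends on the scaling.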

Values the study reported

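The study reported that 86 exosomal miRNAs were significantly increased and 354 significantly decreased in the group injected with BMSCs and LLC cells, relative to LLC cells alone. Its methods name ANOVA for comparing miRNA expression.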

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

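The labelling spike-ins alone, the hybridization spike-ins alone and normexp were chosen after the data were seen, and the other alternatives before. With no replicates, a log2 ratio counts as moved here when it shifts by more than its spot-to-spot SD, and a count when it changes by more than 1.5 times. No paired analysis was possible because each group has 1 array. Leaving out saturated spots changed nothing to recompute, since no spot was saturated, and normexp on the mean pixel signal was not run because the signal it needs is not among the columns used here.

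The counts of detected miRNAs and the 3p shares stayed within these limits in the 4 alternatives run for them, with 454 to 596 miRNAs detected on the LLC array and 215 to 311 on the MSC+LLC array. Signal over background limits mainly what can be seen to fall, because 248 of the 262 miRNAs detected on the LLC array only had no bound after averaging their probes, 240 of them on any probe.

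The counts of 2-fold changes moved most with the scaling. Of miRNAs measured on both arrays (main counts 65 higher, 27 lower), 27 were higher and 127 lower with the 75th percentile of all probes, 8 and 217 without scaling, 11 and 204 with all 4 spike-ins, 8 and 217 with the hybridization spike-ins and 15 and 180 with the labelling spike-ins. Quantile normalization gave 41 lower. With bounds included (main counts 83 and 28), these settings gave 45 and 146, 11 and 388, 19 and 314, 11 and 396, and 33 and 238, and quantile normalization 48 lower. Except for quantile normalization, each of these scalings moves all ratios by the same amount, so the change follows from its construction. Quantile normalization moves each ratio by its own amount, and the cause of its change was not tested. Normexp, whose offset of 50 lifts the dimmer array, gave 111 higher and 10 lower on both arrays and 129 and 10 with bounds.

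Other choices moved mainly the lower counts. The authors' values gave 58 lower on both arrays and 354 with undetected miRNAs at 0.1. The gene detection flag gave 41 and 188 lower, the summed signal 83 lower with bounds, and every spot above background 16 lower on both arrays. With bounds included, the gene detection flag gave 104 higher against the 188 lower, so it reversed that split. No filter, with a floor, gave 38 higher. A 4-fold threshold gave 35 higher and 7 lower on both arrays and 53 and 7 with bounds, and a 1.5-fold threshold 47 and 50 lower. The cause was not tested beyond what these rules do by construction.

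For miR-193a-3p (main 0.84), the log2 ratio reversed to -0.37 with all probes, -2.69 without scaling, -2.05 with all 4 spike-ins, -2.72 with the hybridization spike-ins and -1.37 with the labelling spike-ins, and moved to 0.53 after quantile normalization, 0.38 in the authors' values, 0.42 without a filter and 1.496 with normexp. For miR-210-3p (main 0.27), it reversed to -0.95, -3.26, -2.62, -3.30 and -1.94 in the same order and to -0.064 in the authors' values, and moved to 0.17 after quantile normalization, 0.13 with the gene detection flag and 0.37 with every spot above background. For miR-5100 (main 1.74), it moved to 0.52 with all probes and 0.90 after quantile normalization, reversed to -1.79 without scaling, -1.15 with all 4 spike-ins, -1.83 with the hybridization spike-ins and -0.47 with the labelling spike-ins, and moved to 2.09 with the summed signal and 2.10 with the brightest probe. The median of the miRNAs raised in hypoxic BMSC exosomes (main 1.70) moved to 0.48 with all probes, 0.90 after quantile normalization, 1.26 with the summed signal, 0.89 in the authors' values, 1.22 with the gene detection flag and 0.47 without a filter, and reversed to -1.83 without scaling, -1.19 with all 4 spike-ins, -1.87 with the hybridization spike-ins and -0.51 with the labelling spike-ins.

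Among the other named miRNAs, the ratio of miR-146a-5p reversed to -1.09 with all probes, -3.40 without scaling, -2.76 with all 4 spike-ins, -3.44 and -2.08 with the hybridization and labelling spike-ins and -0.33 in the authors' values. The ratio of miR-574-5p reversed to -0.71 without scaling, -0.069 with all 4 spike-ins and -0.75 with the hybridization spike-ins. The ratio of miR-326-3p reversed to -1.83, -1.19 and -1.87 in these settings and to -0.51 with the labelling spike-ins, and that of miR-5112 to 0.74 with normexp. The erythroid median reversed to -0.88 with all probes, -0.41 after quantile normalization, -3.19 without scaling, -2.55 with all 4 spike-ins, -3.23 with the hybridization spike-ins and -1.88 with the labelling spike-ins. With all probes, no scaling, all 4, hybridization and labelling spike-ins, the skeletal muscle median reversed to -0.095, -2.41, -1.77, -2.44 and -1.09 and the mesenchymal stromal median to -0.52, -2.83, -2.19, -2.87 and -1.51. The hepatocyte median, close to 0, became 0.032 with the median scaling, 0.88 with normexp, 0.000336 with the summed signal and 0.097 with every spot above background. The 5 highest and 5 lowest ratios and the named bounds kept their direction in every alternative that gave a value. The size of the 5 highest did not hold, as without a filter and with a floor they ran from 0.98 to 4.01. With normexp, however, the bound of miR-690 shrank from a log2 value of -1.79 to -0.083, and the other named lower bounds gave no value.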

Other observations

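All tests in this part were chosen after the results they measure had been seen.

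With bounds included, 28 miRNAs were at least 2-fold lower in the MSC+LLC group. That is lower than the value quoted from the study above. The study calls its counts significant, but a plain 2-fold threshold on the deposited values gave the same 86 and 354. No test between groups was possible with 1 array per group. In the deposited values the count depends on how miRNAs that were not detected on the dimmer array are treated, as 296 of its lower miRNAs were set to 0.1 there, and by the probe-level rule 1 of these 296 had a bound of at least 2-fold.

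The MSC+LLC array was dimmer by 3.53 on the log2 scale at the 75th percentile (a log2 ratio of -3.53). Weaker hybridization or scanning would have dimmed the hybridization spike-ins as much, but their mean log2 ratio was 0.038, with probes between 0.018 and 0.066 and quadrants of the array between -0.035 and 0.13. This argues against a weakness of the whole array. Other control probes did fall, among them the bright corner probe, from 457 to 19.1 intensity units (at least 23.9-fold, as it was not well above background on the MSC+LLC array). Of 18 further control probes detected on both arrays, 11 were at least 2-fold lower and 7 within 2-fold, with log2 ratios from -5.23 to 0.21. What these probes bind was not stated in the files, and their fall was not explained. Weaker labelling as the whole cause would have dimmed the labelling spike-ins as much, and their mean log2 ratio was -1.32, with probes between -1.47 and -0.95. This leaves -2.21 unexplained by the labelling spike-ins, a 4.63-fold difference. A smaller share of miRNA in the labelled RNA is a candidate explanation, from a difference in exosome yield or RNA composition between the samples or from the injection of BMSCs. With 1 array per group these cannot be told apart. If the miRNA content of the samples did differ, scaling by a percentile removes that difference, and the directions with the labelling spike-ins, such as -0.47 for miR-5100, describe the amounts per labelled RNA instead.

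Calls of higher miRNAs outnumbered calls of lower ones under the main scaling and detection rule. With the gene detection flag and bounds included, lower calls outnumbered higher ones, 188 against 104. The detection limit of the dimmer array is a candidate explanation for the excess of higher calls. Of the 146 miRNAs whose mean log2 level over both arrays lay at least 1 log2 unit above the lowest detected level of the MSC+LLC array, which leaves room for a 4-fold change either way, 21 were at least 2-fold higher and 23 at least 2-fold lower. With the limit at 0.5, 1.5 or 2 log2 units the counts were 25 and 28, 18 and 19, and 18 and 16. Of the 374 miRNAs with a mean level under 1 log2 unit, 62 were higher and 5 lower, bounds included. The scaling by the 75th percentile centres bright miRNAs near 0, so the near-equal counts among them are largely fixed by it, and they do not show that the limit is the cause. Whether dim miRNAs rose more often or lowered ones fell out of sight stays open.

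Entries of the miR-466, miR-467 and miR-669 families stood out. Of the 27 detected on the MSC+LLC array, 19 were brighter there before scaling, against 11 of the 231 other miRNAs detected there. With the hybridization spike-ins 18 of the 19 were still higher, but that scaling moves log2 ratios by only 0.038 and is no separate check. By arm, 14 of 15 entries named 3p were brighter and 1 of 7 named 5p. Scaling by a factor per array shifts all miRNAs alike, but the median log2 ratio of the family lay 3.85 above that of the others, and 3.57 above it after quantile normalization. A bright patch on the array is argued against by the position of the spots, since the share of family spots brighter on the MSC+LLC array was 76.1% in the lowest and 79.6% in the highest of 4 quadrants, against 4.50% of the spots of the other detected miRNAs. A higher nonspecific background is argued against by the negative control probe, which rose by 1.86 intensity units while the family probes rose by a median of 28.5.

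What stays open is where this RNA comes from. Many of these genes lie in a run of 72 miRNA genes within Sfmbt2, and 14 of the 19 brighter entries have a gene there. Of the detected entries, 14 of 21 with a gene in the run were brighter, and 5 of 6 with genes only elsewhere. The other 5 (miR-466i-3p, miR-466i-5p, miR-466q, miR-467f and miR-467g, named after their values were seen) have genes only elsewhere. Before scaling, the median log2 ratio of the brighter entries was 0.75 inside the run, where 9 of the 14 are bounds, and 2.76 outside it, where 1 of the 5 is a bound. A bound is a lowest value, so these medians cannot be set against each other. Among entries measured on both arrays the ratios overlapped, from 0.65 to 3.11 inside the run and from 0.03 to 3.21 outside it. The 5 brighter entries with genes only elsewhere go against transcription of the run as the whole cause. That cause stays open only because RNA of the run could bind the probes of the others. Of the 30 miRNAs brighter before scaling, 63.3% were of these families, which may reflect RNA shared between near-identical members or other repeats. Outside these families, miR-574-3p and miR-124-3p were brighter too. Whether they share a repeat with the families could not be checked, so they do not speak against repeats. Without probe sequences, neither shared RNA nor other repeats could be excluded. An effect of the injected BMSCs is also open, as the design has no replicate.

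The erythroid miRNAs differed between the arrays, but not together. Their log2 ratios spanned 3.98, against a largest spot-to-spot SD of 0.35, and the span within an array pair does not depend on a constant scaling. A different amount of red cell RNA as the whole cause would have moved them alike, and they differed by more than spot noise. The spot-to-spot SD leaves out variation between samples, so red cell RNA as the whole cause was not excluded. A smaller contribution from red cells stays open too. The arrays give no biological replicate against which to judge it.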
